A study of Gallus gallus with 65 samples. Its data were reported in "Large Scale Gene Expression Profiles of Regenerating Inner Ear Sensory Epithelia" (2007).

How the data were processed

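Gene expression was measured in sensory epithelia of the chick utricle, a balance organ of the inner ear, after culture with the ototoxic antibiotic neomycin. Per the labels, epithelia were collected at 0, 24 and 48 hr of recovery, and each array carried RNA of neomycin-treated epithelia against RNA of time-matched control epithelia. Per the study's methods, RNA was amplified, copied into cDNA and coupled to Cy3 or Cy5, and hybridised to a printed slide that carries each of its 50-mer probes, designed on human transcription factor genes, as a pair of spots. The data comprised 65 two-colour arrays, in 9 biological replicates with 3 replicates at each of the 3 time points. Arrays of the same replicate were taken to carry the same RNA extracts and were counted as technical.

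The authors deposited 130 image quantification files, 1 per array and dye. Per the file headers they were written by ImaGene 4.1, and they hold the mean intensity of each spot and of its local background, not normalized. Each array had 3072 spots in 4 subgrids of 32 rows and 24 columns, with 1534 spot names. Of these, 1507 were taken as gene probes and 27 were not, because they were 16 mismatch versions (names ending in mm) and 11 names starting with CE or MT whose content the files do not state. The series matrix, also deposited by the authors, holds log2 ratios. They equalled the log2 ratio of the foreground intensities, turned to neomycin over control by the headers, with a largest difference of 6.66e-15. They were therefore on the log2 scale, without background correction, and were not centred, since the medians of the arrays ran from -2.03 to 1.81. How the authors normalized the values behind their own gene lists (locally weighted regression, per the methods) is not held in these files.

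The direction of each ratio came from the headers. The arrays carry a title digit, 3 or 5, and the image names in the headers put neomycin RNA in Cy3 on the 34 arrays of digit 3 and in Cy5 on the 31 arrays of digit 5, for 65 of 65 arrays. Ratios of digit 3 were turned accordingly. It had been planned to give a direction only if the arrays of the 2 digits opposed each other before turning. They did not. The deposited series matrix turns the digits against each other in the same way as the headers do, but does not state its own direction, so the direction is called the one named by the headers. Counts for each digit alone and values with all signs turned are given as well.

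The tests, the probe filter, the rule for naming genes and most of the alternatives were fixed before the data were examined, and the alternatives chosen later are named in the closing section. Intensities were corrected with the normexp method (offset 50) and normalized within each array by global loess, with spots of no gene at weight 0, in limma 3.58.1 under R 4.3.3. Spots that the image software marked as poor or excluded (8 spots on 2 arrays) were left out and saturated spots were kept. Duplicate spots were averaged, then arrays within each title digit of a replicate (2 to 6 arrays), and then both digits, so that each dye orientation weighed the same. The filter was to keep probes with a brightness (geometric mean of both dyes, median over arrays) of at least 1000. That would have removed 83.0% of the gene probes, so the planned fallback was used and the dimmest 15% were removed. It left 1281 probes and removed 226.

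The 9 replicate values of each probe were fitted with 1 coefficient per time point (limma, lmFit and eBayes). Tests were made of each time point against 0, of the mean over the 3 time points, of the 3 differences between time points, and of all 3 coefficients together (F test). All were two-sided, and a probe was called at a Benjamini-Hochberg adjusted p under 0.05. Probes past 1.2-fold with an unadjusted p under 0.05 were counted too, which are the study's limits of fold and p applied to another test. The study filtered out poor hybridisations by clustering, took p from a t-test over those selected and added a rule on their trends. That test is an alternative here, but over all 65 arrays, so its input is not the study's selection. The rule on trends was applied only to the counts past fold and p, not to the calls at an adjusted p. The zinc finger set (symbols starting with ZNF or ZFP) and 5 comparison families (HOX, FOX, SOX, TBX and TAF) were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry. Detection was scored where the arithmetic mean of both dyes, after background correction, was above 1000. This had to hold on at least 50% of the arrays of every replicate. The fixed value was used because the files name no control spots.

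Genes named in the text were 28 genes fixed from the study's text and comparison table, and in each comparison the called probes with the same sign in all replicates and in both digits, up to 5 in each direction. Where fewer than 5 were called, the 5 with the smallest p were taken and are reported as not called. Names are those of the array's human design and can be old. Of the 1507 gene probe names, 754 matched a symbol of the chicken gene table given (GRCg7b assembly) and 63 matched only a synonym, so 817 matched in all. No positions were used. Simulated data had 200 of the 1281 probes changed, by 1.2-fold, 1.5-fold or 2-fold. At 0 hr the fit called 25.9% of probes changed 1.2-fold and 94.6% of those changed 1.5-fold, and 145 probes in all. The adjusted threshold is easier to pass where many probes are called. The shares given here are therefore likely too high for data in which few or no probes are called. The shares were 26.6% and 93.9% at 24 hr and 14.9% and 90.5% at 48 hr. In the mean over the time points they were 85% and 100%, and in the F test 62.5% and 98.6%. Between time points it called fewer, 1.54% of probes changed 1.2-fold and 72.1% of those changed 1.5-fold for 24 against 0 hr, 5.36% and 60.6% for 48 against 24 hr, and 15.7% and 64.9% for 48 against 0 hr.

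The alternatives covered the background correction, the normalization, the probe filter, marked spots, the averaging of arrays, the dye orientation, the model, the methods' t-test, the source of values, a replicate block, the quantification day and each replicate left out in turn. Replicate numbers are shared between time points in the labels, and the fit reported has no replicate block. Arrays were quantified on 15 days, of which 3 held arrays of more than 1 time point, so the day was used as a random block. The number of arrays and the signal over the local background limit the precision. The median over arrays of this ratio was 1.96 in Cy3 (0.914 to 4.52) and 1.69 in Cy5 (0.494 to 4.66). On 5 arrays the Cy5 median was under 1.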

Results

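Neomycin kills the hair cells of the inner ear, and the time course asked which transcription factor genes change in the utricle's sensory epithelium as it recovers. Each value is the log2 ratio of neomycin-treated over time-matched control RNA on 2-colour arrays. The 65 arrays fell into 25 at 0 hr, 21 at 24 hr and 19 at 48 hr of recovery. Replicates 1, 2 and 3 had 4, 11 and 10 arrays at 0 hr, 7, 8 and 6 at 24 hr, and 5, 8 and 6 at 48 hr. The signal was weak, with a median spot 1.96 times its local background in Cy3 and 1.69 times in Cy5, and the median brightness of the gene probes was 634.8.

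Spots of a given probe on an array gave similar brightness (median Pearson r 0.955 over arrays), and their log2 ratios correlated at a median of 0.604. The brightness pattern of an array correlated with the median of the other arrays at a median r of 0.762. It was under 0.5 on 4 arrays. The 3 lowest were 0 hr replicate 3 digit 3 array 1 (0.184), 0 hr replicate 3 digit 5 array 1 (0.189) and 48 hr replicate 3 digit 5 array 2 (0.145). They stayed in the averages given here.

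**Figure D1:**
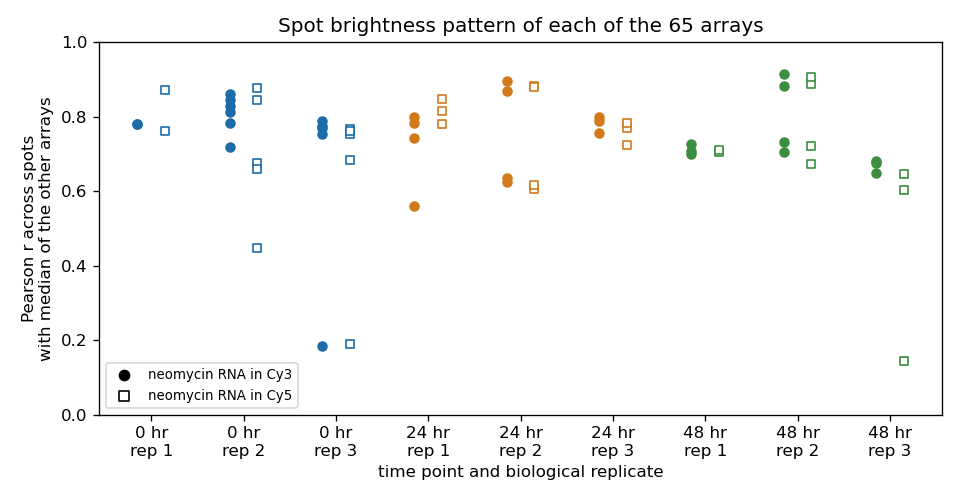
Pearson r, across spots, of each array's brightness with the median of the other arrays (vertical axis, no unit), for the 3 biological replicates of each time point; filled circles are arrays with neomycin RNA in Cy3 and open squares arrays with it in Cy5. Most arrays sit between 0.6 and 0.9, and 3 arrays sit under 0.2.

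The log2 ratios agreed less well between arrays than between spots. These correlations are across 1281 probes, which are not independent replicates. Arrays of the same replicate and the same dye orientation had a median r of 0.223 (96 pairs). Arrays of the same replicate and opposite orientations had a median r of -0.062 after turning (127 pairs), and 14 of these pairs were below -0.3, the lowest at -0.535. Biological replicates of a time point correlated at a median of 0.0239 (9 pairs) and replicates of different time points at 0.13 (27 pairs). The orientations thus did not oppose each other before turning, and the direction of the ratios is the one named by the headers, with the sign of every ratio open to that extent. The deposited ratios turn the orientations against each other in the same way. Turning all signs would turn each direction given here and leave the numbers of called probes as they are.

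At 0 hr, directly after the treatment, limma called 0 of 1281 probes, with 82 at an unadjusted p under 0.05 against 64.05 expected by chance. The smallest adjusted p was 0.217 (RGC32). The methods' t-test called 0 on the replicates and 0 over the hybridisations. On so few replicates the former can hardly pass the adjustment over 1281 probes, here and at the other time points, so its 0 adds no evidence to that of limma. Past 1.2-fold and an unadjusted p under 0.05 were 40 probes, 26 higher and 14 lower in the direction named by the headers (14 higher and 26 lower with the sign turned). The alternatives ran from 9, with series matrix values, to 95, without 0 hr replicate 2, which also gave 1 called probe. Arrays of digit 3 alone gave 32 probes and arrays of digit 5 alone 66. With arrays centred on their medians in place of loess, the 50 probes split into 17 higher and 33 lower, and with scale normalization 58 split into 33 and 25. The 5 probes with the smallest p were RGC32 (0.37 ± 0.08), FLJ10697 (0.38 ± 0.14), GTF2E2 (-0.44 ± 0.04), TBX15 (0.40 ± 0.29) and GALNT3 (0.33 ± 0.11; log2 ratio ± SD, n = 3), none of them called. GTF2E2 rested on 1 orientation, at 0.00 on digit 3 and -0.87 on digit 5. RGC32, FLJ10697 and TBX15 were called when all 65 arrays were taken as independent, at adjusted p of 0.0383 in limma (0.0259 to 1 over the alternatives for each).

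At 24 hr, limma called 0 probes, with 76 at an unadjusted p under 0.05, and the methods' t-test called 0 on the replicates and 0 over the hybridisations. The smallest adjusted p was 0.0609, for TRIM at -0.53 ± 0.17 (SD, n = 3). It was -0.02 on digit 3 and -1.03 on digit 5, and it passed the threshold without background correction (adjusted p 0.0342 in limma, 0.0342 to 0.999 over the alternatives). Past 1.2-fold and an unadjusted p under 0.05 were 35 probes, 17 higher and 18 lower (18 and 17 with the sign turned). Each digit alone gave 82 probes, and 78 were past the threshold without 24 hr replicate 2. With arrays centred on their medians the split was 5 higher and 14 lower, and with loess within subgrids 9 and 16. Of the next 4 probes, ZFX (0.29 ± 0.18) and CNOT4 (0.27 ± 0.11) were higher and NFIX (-0.24 ± 0.11) and TCF8 (-0.36 ± 0.30) lower, and limma gave each an adjusted p of 0.797.

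At 48 hr, limma called 0 probes, with 95 at an unadjusted p under 0.05, and the methods' t-test called 0 on the replicates and 0 over the hybridisations. Past 1.2-fold and an unadjusted p under 0.05 were 37 probes, 27 higher and 10 lower (10 and 27 with the sign turned). Digit 3 alone gave 85, split into 54 higher and 31 lower, and digit 5 alone gave 68, split into 22 and 46. With arrays centred on their medians the split was 30 higher and 4 lower. Without 48 hr replicate 1 the count was 66 with 3 called probes, and without 48 hr replicate 2 it was 76. The 5 probes with the smallest p were all higher. They were MLLT2 (0.34 ± 0.17), GLI2 (0.35 ± 0.24), BCL11A (0.66 ± 0.49), LBP-9 (0.31 ± 0.07) and HIVEP2 (0.25 ± 0.04; SD, n = 3), each with an adjusted p of 0.597 in limma. BCL11A was called with only probes of brightness 1200 or more (adjusted p 0.0208 in limma, 0.0208 to 1 over the alternatives), with arrays as independent (0.0489) and with the quantification day as a random block (0.0436).

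Over the course, 95 probes were past 1.2-fold and an unadjusted p under 0.05 at 1 or more time points. Of these, 7 were shared by 0 and 24 hr, 5 by 24 and 48 hr and 7 by 0 and 48 hr, with 2 at all 3. The F test over the 3 time points called 0 probes in limma, with 94 at an unadjusted p under 0.05 and a smallest adjusted p of 0.239.

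The mean over the 3 time points used all 9 replicates. In limma, 156 probes had an unadjusted p under 0.05 and 5 were called, all higher in the direction named by the headers. They were TBX15 (0.31, SE 0.06, adjusted p 0.0454), GALNT3 (0.27, SE 0.05, adjusted p 0.0454), FLJ10697 (0.25, SE 0.05, adjusted p 0.0454), KIAA1528 (0.25, SE 0.05, adjusted p 0.0454) and HIVEP2 (0.21, SE 0.04, adjusted p 0.0491). With the sign turned the values run from -0.31 to -0.21. Each was positive in 9 of 9 replicates and in both orientations. All 5 were dim, with a median brightness from 692.8 (TBX15) to 889.7 (KIAA1528), under the brightness minimum of 1000 that 83.0% of the gene probes did not reach. GALNT3 differed between the orientations, at 0.09 on digit 3 and 0.45 on digit 5. The number of calls depended on the replicates and the model. It was 0 when any of 8 of the 9 replicates was left out, 25 without 0 hr replicate 2, 1 by the methods' t-test on the replicates, and 60, the highest of the alternatives, with the quantification day as a random block over all arrays.

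**Figure D2:**
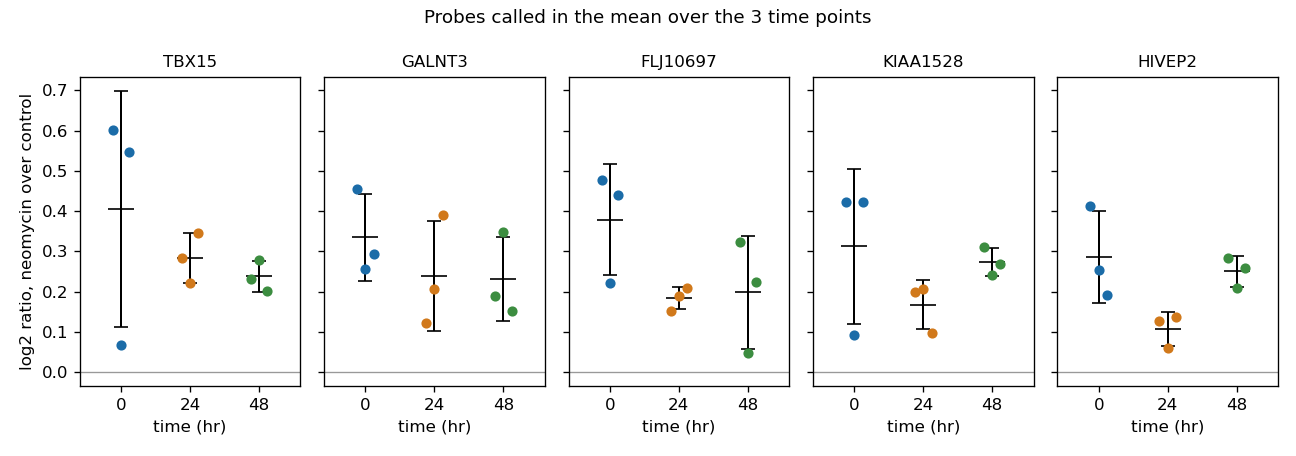
Log2 ratio, neomycin over control (vertical axis), of the 5 probes called in the mean over the 3 time points, at 0, 24 and 48 hr of recovery (horizontal axis); points are the 3 biological replicates, wide bars their mean and whiskers 1 SD. All 9 points of each probe lie above 0.

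Whether the response itself changed during recovery was tested by comparing the ratios of the time points. Limma called 0 probes for 24 against 0 hr (33 at an unadjusted p under 0.05, smallest adjusted p 0.997), 0 for 48 against 24 hr (46, 0.999) and 0 for 48 against 0 hr (35, 0.998), with 64.05 expected by chance. The methods' t-test on the replicates called 0 in each, with little power after the adjustment. Over the hybridisations it called 0, 0 and 3 probes. The probes with the smallest p were TRIM (-0.50, SE 0.12) for 24 against 0 hr, ZFX (-0.43, SE 0.11) for 48 against 24 hr and GTF2E2 (0.55, SE 0.13) for 48 against 0 hr. None was called.

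The study describes an apparent late burst of zinc finger genes in the cochlea, and their fairly even spread over its utricle clusters. The samples here are utricle, so the cochlear burst is not tested. The 121 probes with zinc finger symbols were compared with the other probes at each time point. Zinc finger genes under other names, such as BCL11A and the ZNF248 probe, were among the other probes. Their median log2 ratio was -0.01 at 0 hr, 0.01 at 24 hr and -0.03 at 48 hr. Camera gave adjusted p of 0.628, 0.815 and 0.187, with an estimated correlation they were 0.8, 0.901 and 0.477, and with fry 0.716, 0.716 and 0.548. The direction of the set at 0 and 24 hr changed with several alternatives, such as leaving out the background correction. No family was called by any of the 3 methods. The smallest camera adjusted p were 0.146 for FOX (24 hr, 15 probes, median 0.08), 0.187 for HOX (0 hr, 37 probes, median 0.04), 0.231 for SOX (24 hr, 8 probes, median 0.09), 0.231 for TAF (0 hr, 16 probes, median -0.02) and 0.561 for TBX (24 hr, 10 probes, median 0.01). For TAF at 24 hr and TBX at 48 hr the mean was above 0 and the median and the test were below 0. The smallest adjusted p of fry was 0.0695, for FOX at 24 hr.

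All 28 genes of the fixed list were on the array and 27 were bright enough to test, POU4F3 being too dim. The study chose them on these samples, so the list is not independent evidence. Over all probes tested, limma called 0 of them at 0, 24 and 48 hr (9, 4 and 4 at an unadjusted p under 0.05) and 1 in the mean, TBX15. Adjusted over the list alone, 1, 0 and 0 were called at the time points and 7 in the mean. In the mean these were TBX15 (0.31), BCL11A (0.50), ZNF93 (0.25), HOXD8 (0.25) and the ZNF248 probe (0.30), which were higher, and ZNF44 (-0.27) and the FOXJ3 probe (-0.29), which were lower. BCL11A was higher in 9 of 9 replicates.

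CTNNB1 was near 0 at 0 hr (-0.15 ± 0.19) and 24 hr (-0.07 ± 0.12) and 0.82 ± 0.96 at 48 hr (SD, n = 3), where 2 of 3 replicates were positive. Its probe was dim, with a median brightness of 590.9. Its adjusted p at 48 hr was 0.597 in limma and 0.0672 adjusted over the list alone. It was called without 48 hr replicate 1, at 1.28 (adjusted p 0.00692 in limma, 3.83e-05 to 1 over the alternatives), and in the 3 models over all arrays. CEBPG was -0.33 ± 0.35 at 0 hr, with 0.06 on digit 3 and -0.72 on digit 5. KIAA0173 was 0.04 ± 0.16 at 0 hr and also differed in sign between the orientations, at -0.43 and 0.50. TRIP15 was -0.20 ± 0.18 at 0 hr and CUTL1 0.13 ± 0.27 at 48 hr. Of 12 directions stated in the study's text for these 6 genes, 10 were shared in the direction named by the headers and 2 with the sign turned. The exceptions in the header direction were KIAA0173 at 48 hr and TRIP15 at 24 hr, and the study itself put the latter close to no change. Of the 12 values, 5 were within 0.1 of 0, which held for 3 of the 10 shared and for both exceptions.

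**Figure D3:**
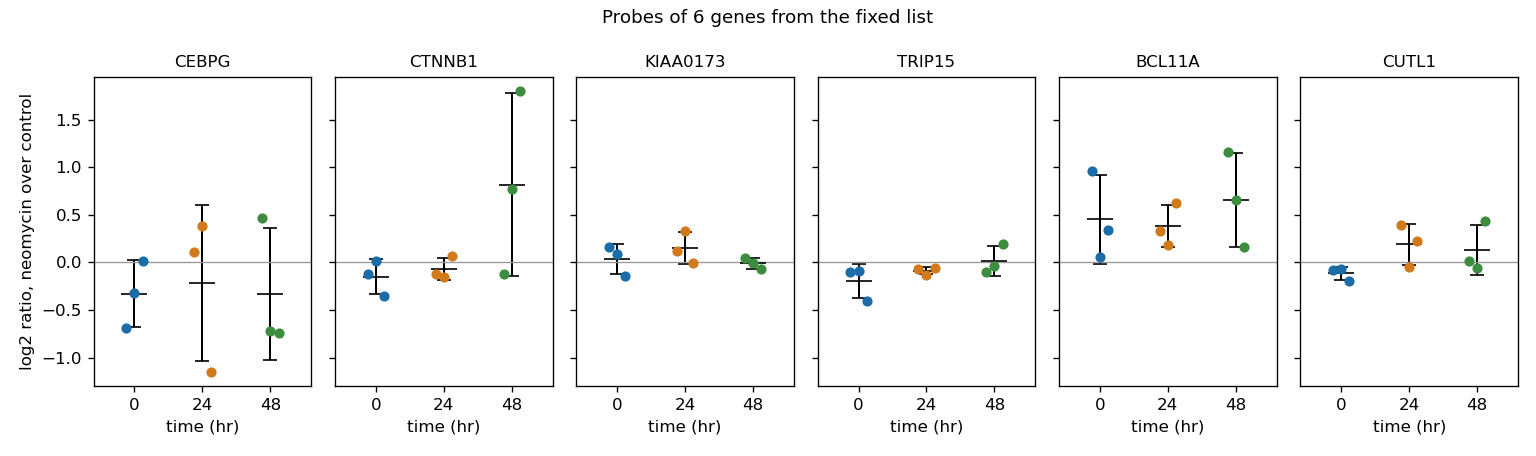
Log2 ratio, neomycin over control (vertical axis), of the probes of 6 genes from the fixed list at 0, 24 and 48 hr of recovery (horizontal axis); points are the 3 biological replicates, wide bars their mean and whiskers 1 SD. CTNNB1 at 48 hr has the widest spread of the 6 genes, with a mean of 0.82 and an SD of 0.96.

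By the detection threshold of 1000, 121 gene probes were detected at 0 hr, 47 at 24 hr and 76 at 48 hr. Of these, 26 were detected at all 3 time points and 131 at 1 or more. The count at 24 hr was 150 without 24 hr replicate 1, so that replicate set it.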

Values the study reported

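The study reported 143 transcription factor genes past its filters of fold and p over the utricle time course after neomycin. It counted 367 genes as detectably expressed at all time points of that course. For CTNNB1 it gave array fold changes of −1.27 at 0 hr, −1.12 at 24 hr and 3.09 at 48 hr, and 2.27 by quantitative PCR at 48 hr. For CEBPG at 0 hr its array fold change was −1.55, and for BCL11A at 48 hr it was 1.33.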

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

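The alternatives chosen only after the data had been seen were the fits without the 3 arrays of another brightness pattern, with the grid of 1 array moved by 1 row and with series matrix values centred on the median of each array, and the detection thresholds from presumed control probes. Main counts and some alternatives had also been seen when these were chosen. The reason for a change was not tested unless it is stated.

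The 5 probes called in the mean over the 3 time points kept a positive ratio in every alternative in which they were tested, except with the sign of all ratios turned, which gave -0.31 for TBX15, -0.27 for GALNT3, -0.25 for FLJ10697, -0.25 for KIAA1528 and -0.21 for HIVEP2 by construction. Their number was less stable, since 24 of 34 alternatives moved it by over 1.5 times. It was 0 without background correction, with plain background subtraction, with median centring of each array, with scale normalization between arrays, with only probes of brightness 800 or more, with only title digit 3, with series matrix values and with those values centred on the median of each array. It was 1 with the methods' t-test on the biological replicates and 2 with only title digit 5, in both cases with 0 of the 5 kept. It was 42 with the methods' t-test over hybridisations, without the trend rule, and 46 with all 65 arrays as independent. With the biological replicate as random block and a dye term over all 65 arrays it was 55. With the quantification day as random block it was 60. These 4 alternatives each kept 5 of the 5. These 4 treat arrays of the same RNA as separate evidence or nearly so, since the consensus correlation was 0.00152 for the replicate and -0.00931 for the day. With each replicate left out in turn it ran from 0 to 25, with 25 without 0 hr replicate 2 and 0 without each of the other 8. It stayed at 4 or 5 with print-tip loess, no filter on dim probes, the dimmest 20% removed, either treatment of marked spots, the plain mean over arrays, the 3 arrays left out and the grid moved. With only probes of brightness 1200 or more it was 4, but none of the 5 was bright enough to be tested there.

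The replicate block is an alternative only, because the deviations of the treatment ratios correlated over 0.1 in 2 of 9 pairs of samples with the same number (r from -0.112 to 0.189). The dye parts of these ratios, described with the other observations, did correlate by number (median 0.369, against 0.0898 for different numbers), so the numbers share a technical component. With the replicate block, 16 probes were called in the mean, with 5 of the 5 kept, and 0 at each time point, in each difference between time points and in the F test.

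At 0 hr the calls were 0 in limma (82 at an unadjusted p under 0.05) and rose to 5 with the replicate as random block and a dye term, 5 with arrays as independent and 9 with the day as random block, and ran from 0 to 1 with each replicate left out (1 without 0 hr replicate 2). At 24 hr they were 0 in limma (76) and rose to 1 without background correction and 2 with only title digit 5, with 0 throughout when replicates were left out. At 48 hr they were 0 in limma (95) and rose to 1 with only probes of brightness 1200 or more, 4 with the replicate as random block and a dye term, 5 with arrays as independent and 5 with the day as random block, and ran from 0 to 3 with each replicate left out (3 without 48 hr replicate 1). The F test called 0 in limma (94), and 1 with only probes of brightness 1200 or more, 24 with the replicate as random block and a dye term, 19 with arrays as independent, 30 with the day as random block and 0 to 1 with each replicate left out (1 without 0 hr replicate 2). Between time points limma called 0 (33, 46 and 35 at an unadjusted p under 0.05). With the replicate as random block and a dye term, 2 were called for 48 against 24 hr and 4 for 48 against 0 hr. With arrays as independent and with the day as random block, 1 was called for 24 against 0 hr, 2 for 48 against 24 hr and 4 for 48 against 0 hr. The methods' t-test over hybridisations called 3 for 48 against 0 hr, again without the trend rule. Leaving out replicates gave 0 to 2 there (2 without 48 hr replicate 1). The other alternatives gave 0.

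The counts past 1.2-fold and an unadjusted p under 0.05 were 40 at 0 hr, 35 at 24 hr and 37 at 48 hr. Without background correction they were 25, 21 and 20, with 21, 16 and 16 of the probes shared. Plain background subtraction gave 17, 69 and 134, with 9, 13 and 19 shared. Median centring of each array gave 19 at 24 hr, and scale normalization between arrays gave 14 at 24 hr and 59 at 48 hr. Fewer probes are tested with a brightness minimum, and with 800 or more the counts were 20 at 24 hr and 23 at 48 hr, and with 1200 or more 13, 12 and 8. Only title digit 3 gave 32, 82 and 85, with 8, 8 and 21 of the probes shared with those reported, and only title digit 5 gave 66, 82 and 68, with 22, 18 and 10 shared. The methods' t-test gave 11, 5 and 8 on the biological replicates and 13, 5 and 7 over hybridisations with the trend rule. Series matrix values gave 9, 8 and 10, and centred on the median of each array 23 at 0 hr and 16 at 24 hr. The day as random block gave 56 at 48 hr, and so did leaving out the 3 arrays. With each replicate left out the counts ran from 33 to 95 at 0 hr, 26 to 78 at 24 hr and 36 to 76 at 48 hr. The highest were without replicate 2 of the time point itself, and without 48 hr replicate 1 the count at 48 hr was 66. The remaining alternatives stayed within 1.5 times.

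The zinc finger set was not called in any alternative, and its direction changed in some. At 0 hr it turned without background correction (adjusted p 0.968), with only probes of brightness 800 or more (0.694), with only title digit 5 (0.899), with series matrix values (0.854) and without 0 hr replicate 2 (0.89). At 24 hr it turned without background correction (0.291), with scale normalization (0.913), with arrays as independent (0.982), with the methods' t-test on the replicates (0.995) and over hybridisations (0.996), with series matrix values centred on the median of each array (0.944) and without 24 hr replicate 3 (0.3). At 48 hr it turned with only title digit 5 (0.981) and with series matrix values (0.855). With the sign of all ratios turned the adjusted p stayed at 0.628, 0.815 and 0.187 and the directions turned by construction. With each replicate left out the adjusted p ran from 0.323 to 0.89 at 0 hr, 0.3 to 0.865 at 24 hr and 0.137 to 0.589 at 48 hr.

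The number of detected probes depended on the threshold. Without background correction it was 412 at 0 hr and 126 at 48 hr, since background adds to brightness. Asking for every array of every replicate gave 6, 10 and 9. The 95th percentile of presumed control probes gave 67 at 0 hr and 117 at 48 hr, and the 99th percentile 58 at 0 hr. With each replicate left out, which asks for detection in fewer replicates, the counts ran from 137 to 152 at 0 hr, 48 to 150 at 24 hr (150 without replicate 1) and 94 to 134 at 48 hr (115 without replicate 2 and 134 without replicate 3). The agreement between arrays and replicates moved by less than its spread in each of the 4 alternatives tried.

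Named probes that limma did not call were compared by size alone, so a change of sign in one of them is not counted as a reversal. The ranges given next leave out the alternative with the sign of all ratios turned. GTF2E2 at 0 hr ran from -0.87 to 0.00 and TRIM at 24 hr from -1.03 to -0.02, in both cases with the ends set by the 2 title digits. With that turn left out, CTNNB1 at 48 hr stayed positive in 32 of 32 alternatives, from 0.33 to 1.28, with adjusted p from 3.83e-05 to 1, and was called in 4 of them. Not run were the F test and the mean with each time point fitted alone, since such a fit holds 1 time point, the F test for the methods' t-test, which has no counterpart, and the 99th percentile of named control spots, since the files name none. The fixed detection threshold of 1000 is the setting reported. What the signal limits is shown by the median of 1.69 times background in Cy5, with 5 arrays under 1.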

Other observations

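The tests chosen only after the results were seen were the counts over other sign flips and splits, the reading of the image names, the noise and grid tests of the 0 hr arrays and the brightness test of the mismatch names, the dye test by replicate number was added after the shared dye test had failed its stated criterion, and its split by quantification day was made after its result was seen.

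Other sign patterns of the replicates show what chance gives. A pattern and its mirror were counted once and the real pattern was included. With 3 replicates there are 4 patterns, which are too few to exclude chance. At 0, 24 and 48 hr, 2, 1 and 2 of the 4 gave as many probes past 1.2-fold and an unadjusted p under 0.05 (means over the other patterns 24.33, 23.33 and 32.67, against 40, 35 and 37). For the sum of 112 over the time points, 12 of 64 patterns gave as many, with a mean of 81.3 over the others, so chance was not excluded. Where limma called 0 probes, every pattern gives as many by construction (4 of 4 at each time point, 64 of 64 in the F test and 10 of 10 splits for the differences between time points), which says nothing about chance. In the mean over the 3 time points, 1 of 100 patterns, the real one, gave as many as 5 called probes, and 2 of 100 gave as many as 156 probes with an unadjusted p under 0.05, where the others averaged 56.78 and reached 178. Chance was excluded there at the level of 0.05.

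Technical explanations were weighed for the 5 probes called in the mean. A shift of their place on the array is argued against by the median ratio of neighbouring probes (0.0416, against 0.25 for the 5). Taken alone, the neighbours of HIVEP2 had a median of 0.109, and FLJ10697 and KIAA1528 lie 2 rows apart in the same column of a subgrid. A brightness trend stays open, since the median of 0.0302 over 230 probes of the same brightness is held near 0 by the loess itself. Background correction as the whole source is argued against by the ratio of 0.752 between the values without and with it, although 0 of the 5 were called without it. That neomycin changed the RNA in all 3 time points stays open as a hypothesis, and so do RNA amplification and dye effects that do not cancel. All 5 probes were also under a brightness of 1000 (692.8 to 889.7). Noise that is random between replicates is argued against by the sign patterns, since the 99 others gave at most 2 called probes. An effect of weak signal that is common to the replicates was not tested and stays open. TBX15 is on the list the study chose from these samples. Of the 27 probes of no gene, 0 were called in limma at any time point or in the mean, with a smallest adjusted p of 0.116.

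The ratios of the 2 dye orientations correlated at a median of -0.062 after turning, with 14 of 127 pairs below -0.3. The headers put neomycin RNA in the dye of the title digit on 65 of 65 arrays. Headers and title digits are both labels, so their match cannot show which dye was used. Neomycin RNA in the same dye on both orientations therefore stays open. Each replicate's ratio was parted into a treatment part (the mean of the orientations) and a dye part (the part that turns with them). Dye effects shared by all arrays were taken to make dye parts correlate between replicates at over 0.3. The median r over 36 pairs was 0.109, against 0.123 for the treatment parts. Noise lowers both values, so the test cannot exclude shared dye effects of single probes. Dye effects that differ between periods of quantification were the other dye explanation tried, with the replicate number in place of the period. Dye parts of same-numbered replicates correlated at a median of 0.369 (9 pairs) and of differently numbered ones at 0.0898 (27 pairs), a rise of 0.279 where over 0.1 had been asked for. The number is a loose stand-in, since 2 of the 9 same-numbered pairs shared a quantification day (median r 0.657) and 7 did not (0.23), while 1 of the 27 other pairs shared a day (0.281) and 26 did not (0.0658). The period cannot be told apart from anything else that replicates of a number have in common, and too few pairs shared a day to part them. A dye effect that changed between sets of arrays may explain part of the disagreement, as a hypothesis, and no biological explanation was tested. In limma, 9 probes were called in the dye part of the mean and 5 in the treatment part. The former speak for a dye effect in some probes that the replicates had in common.

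A displaced grid may explain the odd brightness pattern of 48 hr replicate 3 digit 5 array 2. Over 221 shifts and a turn of the grid tried on each of the 65 arrays, it was the only array whose best shift was not 0, and its brightness correlation rose from 0.145 to 0.632 when read 1 row off. The search did not use the log2 ratios, and their mean correlation with those of its 2 sister arrays rose by 0.197 with the shift, from 0.078 to 0.275, close to the 0.221 between the sisters. With the grid moved, the count past 1.2-fold and an unadjusted p under 0.05 at 48 hr was 50 in place of 37. No biological explanation was tested.

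The odd brightness patterns of 0 hr replicate 3 digit 3 array 1 and digit 5 array 1 had no such shift. Noise of weak arrays is argued against by their duplicate spots, which correlated at 0.696 or more, and by their correlation of 0.611 with each other. A moved or turned grid is argued against by the highest correlation over all shifts of up to 8 rows and 6 columns and of the grid turned around, 0.189. Another print layout, another probe set or a mixed-up file stay open and were not tested, and no biological explanation was tested.

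Names ending in mm1 to mm4 stand beside 4 plain names. Versions dimmer on at least 80% of arrays were found in 0 of 4 series. All 4 plain probes had a median brightness under 1000, near the background, so the effect of mismatches cannot be told apart from none here. That brightness condition was added after the value had been seen. No biological explanation was tested.

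Both arrays 1 and 2 of 24 hr replicate 1 digit 5 carry the same image name in their headers. Their brightness correlated at 0.887, no more than with the third array (0.905), while their log2 ratios correlated at 0.61, against 0.386 with the third.

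The number of probes past 1.2-fold and an unadjusted p under 0.05 at any time point was 95 in limma on the replicates, and the methods' t-test over hybridisations with the trend rule gave 13, 5 and 7 at 0, 24 and 48 hr. Both are lower than the value quoted from the study above. The t-test here kept all 65 arrays, whereas the study filtered out poor hybridisations first. The counts also depend on the processing. At 48 hr alone the alternatives ran from 7 with that t-test to 134 with plain background subtraction. The number at any time point was not counted for the other alternatives, so whether it stays lower under them is open.

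The number of probes detected at all 3 time points was 26. That is lower than the value quoted from the study above, but the thresholds differ. The study based its cut-off on control oligonucleotides, whereas a fixed value after background correction was used here. Counts at single time points moved with such choices. At 0 hr the count was 121, and 412 without background correction. At 24 hr it was 47, and 150 without 24 hr replicate 1. Why the number is lower than the study's therefore stays open.

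The fold change of CTNNB1 at 48 hr was 1.76, from a probe of brightness 590.9, and its log2 ratio was 1.28 without 48 hr replicate 1 against 0.82 with it. The fold over all replicates is lower than the array value quoted from the study above. For BCL11A at 48 hr it went the other way, with a fold change of 1.58 that is higher than the quoted array value. Limma called neither gene at 48 hr.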
